A study of Mus musculus with 8 samples.

How the data were processed

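RNA from 8 mouse skin samples was measured on Agilent single-colour mouse gene expression arrays, 1 array per sample. The labels place 2 samples in hair loss skin of Cchcr1 mutants, 4 in normal skin of Cchcr1 mutants and 2 in normal skin of wild type mice. The sample titles add a number (they begin with Mutant097, Mutant113 or Wild001) and a letter (S, A or B) that the labels do not explain. Each mutant number has 1 hair loss sample (S) and 2 normal skin samples (A and B), and both wild type samples are Wild001. The labels do not say whether a number marks an animal, so the samples were treated as separate in the group comparisons and the number was tried as a block among the alternatives. All 8 arrays were on 1 slide and came from 1 scan. Row 1 of the slide held both hair loss samples and the normal skin of Mutant097, and row 2 the normal skin of Mutant113 and both wild type samples. With the row as a block, hair loss is therefore compared with normal skin of Mutant097 only, and wild type with normal skin of Mutant113 only.

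Per the file headers, the signal of each spot is an intensity, which Feature Extraction 11.5.1.1 corrected for background and for spatial trends within each array, with low values replaced by a positive surrogate. The deposited matrix holds log2 values. Against the log2 of the processed intensity, all 55603 probes compared lay within 0.01 of 1 constant per array, so the matrix of the authors is the same signal after a shift of each array that puts its 75th percentile near 0. Each array had 62976 spots, of which 59305 were not controls, for 55681 probes. Spots marked as non-uniform or as outliers among the spots of their probe numbered 118 to 210 per array and were left out, and 0 spots were saturated. The 78 probes with no spot left on at least 1 array were dropped, which left 55603.

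Values were the log2 of the processed intensity, averaged over the spots of a probe, minus the 75th percentile of the array. A value of 0 therefore stands for the 75th percentile of that array. A probe was tested when it was well above background, by the mark that Feature Extraction gives, on at least 2 of the 8 arrays. That left 30417 probes. The files name probes by RefSeq accession and carry no gene symbols, so symbols came from a RefSeq table of mouse genes. Of the probes tested, 19195 had a symbol, for 14774 genes. Chromosome positions are not given because the array design and the gene table use different mouse assemblies (the design names mm9).

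The 75th percentile of the processed intensity ran from 83.2 to 211.6, and 25421 to 30205 probes were well above background per array. With 2 to 4 arrays per group, the number of arrays limits the precision of every comparison. Where a probe was well above background on no array of the dimmer group, its fold change was computed against a floor and is written as at least that many fold. The floor was, for each array of the dimmer group, the lowest value of any probe well above background there, or the value of the probe itself if higher, averaged over the group.

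Groups were compared with limma 3.58.1 in R 4.3.3. One linear model of the 3 groups was fitted to all 8 arrays, so that the groups shared 1 estimate of the spread (5 residual degrees of freedom and 2.71 prior degrees of freedom). Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested, separately for each comparison. A probe was called at an adjusted p under 0.05. A second model with each combination of group and title number gave the difference in lesion effect between Mutant097 and Mutant113, the difference between these numbers in normal skin and the comparisons within each number. The letters were compared in the 6 normal skin samples, A minus B, with the title number as a block.

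The rule for naming genes was the 5 largest rises and the 5 largest falls among called probes with a gene symbol other than a clone or locus identifier, well above background on every array of the higher group and without overlap between the groups. Where 0 probes were called, the 3 largest each way were taken and are reported as not past the threshold. Cchcr1 and at most the 5 brightest members of each gene list were named besides. A few genes well above background in both groups were added after their values were seen, because several genes chosen by the rule were at background in the wild type.

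Marker genes were grouped in 15 lists, and each list was tested on 1 probe per gene, the one with the highest mean. They covered hair keratins, keratin-associated proteins, hair follicle regulators, melanocytes, T and NK cells, antigen presentation, interferon response, interfollicular epidermis, hyperproliferative epidermis, sebaceous gland, skeletal muscle, adipocytes, follicle stem cells, proliferation and myeloid cells. The lists share 0 genes. They were tested with camera at its preset correlation between genes of 0.01, adjusted over 45 tests (15 lists in 3 comparisons), with fry and with camera at an estimated correlation as alternatives. A list of sex-linked genes was only read sample by sample, since fewer than 5 of its genes were tested.

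The comparisons, the tests, the rule for naming genes, the gene lists and the alternatives listed next were fixed before the data were examined. The alternatives were quantile normalization, the median of each array in place of its 75th percentile, the matrix of the authors, no filter on dim probes, a filter on all 8 arrays, a variance trend with robust estimation, a fit of only the groups compared, the title number as a block, as a random block or as the sampling unit, the title letter and the slide row as blocks, 1 probe per gene, a minimum log2 change of 1, and the omission of each sample in turn. Chosen after seeing the data were normexp background correction (offset 50) on the median spot signal, normal skin of Mutant097 or Mutant113 alone against wild type, fry with the number as a block, and the omission of each sample for the comparisons of numbers and letters. The offset is added to every corrected signal, so normexp reduces the log2 change of a gene near background by construction. A normexp correction of mean spot signals, also fixed beforehand, was not run, because the files used hold median signals only.

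The calling procedure was tested on simulated data with the sample sizes and spreads of the real arrays, in which 200 of 30417 probes were moved. The moved probes were drawn at random, and the noise was drawn independently for each probe. For hair loss against normal skin of mutants, 0 of the 200 probes were called at a log2 change of 1, 68.5% at 2 and 94.5% at 4. For mutant normal skin against wild type the shares at the same changes were 0.5%, 67.5% and 91.5%, and for hair loss against wild type 0%, 62.5% and 93%. For the difference in lesion effect between numbers, only the change of 4 gave calls, at 39.5%. The hair keratin list, moved by 2 in simulated data, was called by camera and by fry in all 3 comparisons, with 0 of the other lists called. Genes were simulated as independent, so this result does not show how either test performs on correlated genes.

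Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Control spots were left out because they carry no mouse transcript.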

Results

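Skin RNA was profiled from 8 mouse samples to ask which transcripts accompany patchy hair loss in mice whose Cchcr1 gene had been edited, a state studied as a model of alopecia areata. Cchcr1 encodes a coiled-coil protein. The samples comprised hair loss skin of mutants (n = 2), normal skin of mutants (n = 4) and normal skin of wild type mice (n = 2). Their titles begin with Mutant097, Mutant113 or Wild001, and what the number in them marks is not stated. Hair loss replicate 1 and normal skin replicates 1 and 2 of the mutants were titled Mutant097, and hair loss replicate 2 and normal skin replicates 3 and 4 Mutant113. Because both wild type samples were Wild001, genotype and title number cannot be told apart in any comparison with wild type. All arrays were on 1 slide. Both hair loss samples and the normal skin of Mutant097 were in its row 1, and the normal skin of Mutant113 and of the wild type in its row 2, so slide row and title number coincide in the normal skin of the mutants.

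The arrays differed in brightness. The 75th percentile of the processed intensity was 125 and 212 in hair loss replicates 1 and 2. It was 162, 115, 173 and 173 in mutant normal skin replicates 1 to 4, and 83.2 and 160 in wild type replicates 1 and 2. The number of probes well above background was 25421 and 30205 in hair loss, between 26549 and 29496 in mutant normal skin, and 25510 and 27525 in wild type. Samples of the same group and number had correlations across probes of 0.975 to 0.989, and samples of the same group with different numbers 0.966 to 0.972. Samples of different groups with the same number reached 0.963 to 0.984, which overlaps the range within groups. Samples differing in both ranged from 0.906 to 0.979. Probes are not independent replicates, so these correlations describe the arrays only.

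The first principal component held 54.9% of the variance. It placed the wild type samples at 121 and 115, the normal skin of Mutant097 at 9.86 and 6.69, and the normal skin of Mutant113 at -67.6 and -35.0. The hair loss samples lay at -90.0 (Mutant097) and -59.2 (Mutant113). The second component, with 14.8%, separated the mutant numbers. The 3 samples of Mutant097 lay between -53.7 and -44.4, and the 3 samples of Mutant113 between 31.5 and 48.6.

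Expression of the edited gene itself was compared first. Cchcr1 (probe A_52_P669964) was well above background on all 8 arrays. Its log2 level, relative to the 75th percentile of each array, was -0.05 ± 0.03 (SD, n = 2) in wild type, 0.12 ± 0.16 (SD, n = 4) in mutant normal skin and 0.24 ± 0.35 (SD, n = 2) in hair loss. Hair loss exceeded mutant normal skin by 0.12 (SE 0.20, limma adjusted p 0.9992), and mutant normal skin exceeded wild type by 0.17 (SE 0.20, limma adjusted p 0.688). Hair loss exceeded wild type by 0.29 (SE 0.23, limma adjusted p 0.461). None of these 3 differences passed the threshold, given the spread between samples. The first of them changed sign, to -0.13, when hair loss replicate 1 was left out. By title number, the 3 samples of Mutant097 averaged 0.33 ± 0.15 (SD) and the 3 samples of Mutant113 averaged -0.01 ± 0.03 (SD). In normal skin, Mutant097 exceeded Mutant113 by 0.26, which limma did not separate (adjusted p 0.494). The probe reports the amount of transcript it binds, not the edited sequence.

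Sex-linked genes differed between the title numbers. Xist, transcribed from the inactive X chromosome, was well above background only in the 3 samples of Mutant113, at log2 levels of 1.09, 1.12 and 1.15 for its brighter probe. The Y-linked gene Ddx3y was at 1.52, 1.32 and 1.46 in the 3 samples of Mutant097 and at 1.20 and 1.24 in wild type, and it was not above background in Mutant113. The Y-linked gene Eif2s3y behaved alike, at 2.23, 2.43 and 2.41 in Mutant097 and at 1.17 and 1.68 in wild type. Kdm5d and Uty were well above background on at most 1 array per probe and were not tested. Any comparison of Mutant113 with Mutant097 or with wild type therefore also compared samples that differed in sex-linked expression.

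**Figure D1:**
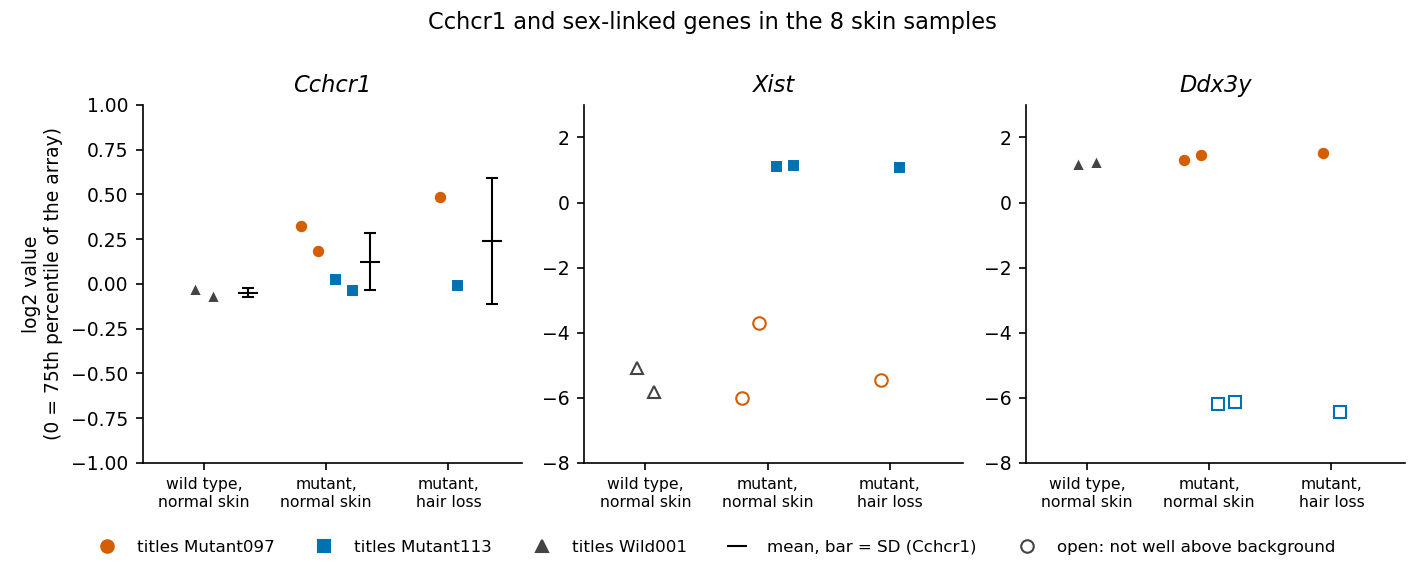
Log2 level, relative to the 75th percentile of each array, of Cchcr1, Xist and Ddx3y in each of the 8 samples, arranged by group, with colour and shape for the title and open symbols where a probe was not well above background; the bars of Cchcr1 are the group mean and SD. Xist was above background only in the samples of Mutant113, and Ddx3y only in those of Mutant097 and Wild001.

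Hair loss skin was compared with normal skin of the mutants to find transcripts that mark the lesion. Of 30417 probes, limma called 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.710. At an unadjusted p under 0.05 there were 1582 probes, 5.20% of those tested. The alternative that moved this count most was the omission of mutant normal skin replicate 3, which gave 11 probes, and the omission of hair loss replicate 2 gave 9. In simulated data of this size, 0 of 200 probes changed by 1 on the log2 scale were called, and 68.5% of those changed by 2.

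The largest changes are therefore given as not past the threshold. Saa3 was higher in hair loss by 4.29 (SE 1.26, limma adjusted p 0.765), Stfa1 by 4.24 (SE 1.29, limma adjusted p 0.784) and Sprr1b by 4.04 (SE 1.78, limma adjusted p 0.962). Of the 4 mutant normal skin arrays, Saa3 was above background on 1 and Sprr1b on 3, so their values rest partly on signal at background, and under normexp, chosen after seeing the data, Saa3 was higher by 1.67. Within Mutant097, where normal skin was at background, Saa3 was at least 37.0-fold higher in hair loss. Stfa1 and Sprr1b were higher there by 5.77 and 6.44, with Sprr1b at background on 1 of the 2 normal skin arrays. Within Mutant113 the lesion effects were 2.37 for Saa3, at background on 1 of the 2 normal skin arrays, 2.72 for Stfa1 and 1.65 for Sprr1b. Among the falls, Sln changed by -3.89, Sbk3 by -3.86 (-1.85 under normexp, and at background in hair loss replicate 2) and Csrp3 by -3.38. Csrp3 had the narrowest error of these genes (SE 0.64, limma adjusted p 0.710), with levels of 2.95 ± 0.77 (SD, n = 4) in mutant normal skin and -0.44 ± 0.27 (SD, n = 2) in hair loss. Its fall was -3.01 within Mutant097 and -3.76 within Mutant113. The falls within Mutant097 and Mutant113 were less alike for Sln (-1.67 and -6.12) and Sbk3 (-2.77 and -4.95, the latter with hair loss at background). In normal skin of every number, both genes were higher in the sample of letter A than in that of letter B. For Mutant097, Mutant113 and Wild001, Sbk3 was at 1.42, 2.75 and 3.36 in A and at -2.04, -2.09 and -0.63 in B. The hair loss samples were at -3.09 and -4.62. The size of these falls therefore also depends on the letter of the normal skin sample.

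Of the 15 gene lists, camera called 8 between hair loss and mutant normal skin. The medians of hair keratins (1.17, adjusted p 9.32e-07), keratin-associated proteins (1.82, adjusted p 1.33e-13) and hyperproliferative epidermis (1.41, adjusted p 1.84e-06) were higher, with 22 of 22, 49 of 49 and 8 of 8 genes higher. Melanocyte genes (0.82, adjusted p 0.0225), follicle regulators (0.48, adjusted p 0.0339) and interfollicular epidermis (0.11, adjusted p 0.0411) were also called higher. Skeletal muscle genes were lower (-1.35, adjusted p 1.88e-10, 12 of 12 genes), as were follicle stem cell genes (-0.63, adjusted p 6.64e-05, 6 of 7 genes). Under fry only the follicle stem cell list was called (adjusted p 0.0337), and with the correlation estimated from the data 0 of the 15 lists were called. Hair loss and normal skin samples share title numbers, and with the number as a block fry called 0 lists, a test chosen after seeing the data. Camera with that block no longer called follicle regulators and interfollicular epidermis. Follicle regulators were not called with no filter, and myeloid genes were called under normexp (0.20). The 7 lists not called had medians between 0.03 and 0.31, from antigen presentation (0.03) and adipocyte (0.05) through T and NK cell (0.06), myeloid (0.14), interferon response (0.17) and sebaceous gland (0.22) to proliferation (0.31). The T and NK cell list was tested on 14 of its 18 genes. Cd8a, Cd8b1, Gzmb and Klrk1 were well above background on at most 1 array per gene and were not tested, so its medians do not cover them. Without hair loss replicate 2, the medians of antigen presentation, T and NK cell, interferon response and adipocyte genes fell below 0, at -0.35, -0.34, -0.45 and -0.27, and camera called antigen presentation and adipocyte lower. Without hair loss replicate 1 the same 4 medians were 0.42, 0.44, 0.72 and 0.37, and camera called all 4 higher, as well as myeloid genes (0.19). The follicle regulator (-0.02), hair keratin (0.45), melanocyte (0.26) and interfollicular epidermis (0.18) medians were then no longer called. The omission of mutant normal skin samples also changed calls. Proliferation genes were called without replicate 1 (0.62), myeloid genes without replicate 2 (0.24) and interferon response without replicate 4 (0.37). Not called were interfollicular epidermis without replicates 1 or 3 (0.07 and 0.12), follicle regulators without replicate 2 (0.32) and melanocyte genes without replicates 2 or 4 (0.59 and 0.44). Within Mutant113 alone, with 1 hair loss sample, the antigen presentation and interferon response medians were 0.43 (11 of 11 genes higher) and 0.37 (9 of 11). Those of myeloid and proliferation genes were 0.38 (6 of 7) and 0.58 (8 of 8). Within Mutant097, also with 1 hair loss sample, the same medians were -0.37 (1 of 11), -0.11 (5 of 11), -0.18 (3 of 7) and 0.02 (4 of 8). The direction of the immune lists in hair loss therefore depends on the sample.

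Adjusted over all genes tested, 0 genes of any list were called in this comparison. Adjusted over the list alone, 7 of 12 skeletal muscle genes, 3 of 7 follicle stem cell genes and 1 of 7 sebaceous gland genes passed, and 0 genes of the other 12 lists did. The mean of the follicle stem cell list was 2.97 and 3.11 in the hair loss samples, and 3.51 to 3.93 in mutant normal skin. Krt15 of this list fell by 0.71 (SE 0.23) and Cd34 by 0.63 (SE 0.25), neither past the threshold over all genes.

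**Figure D2:**
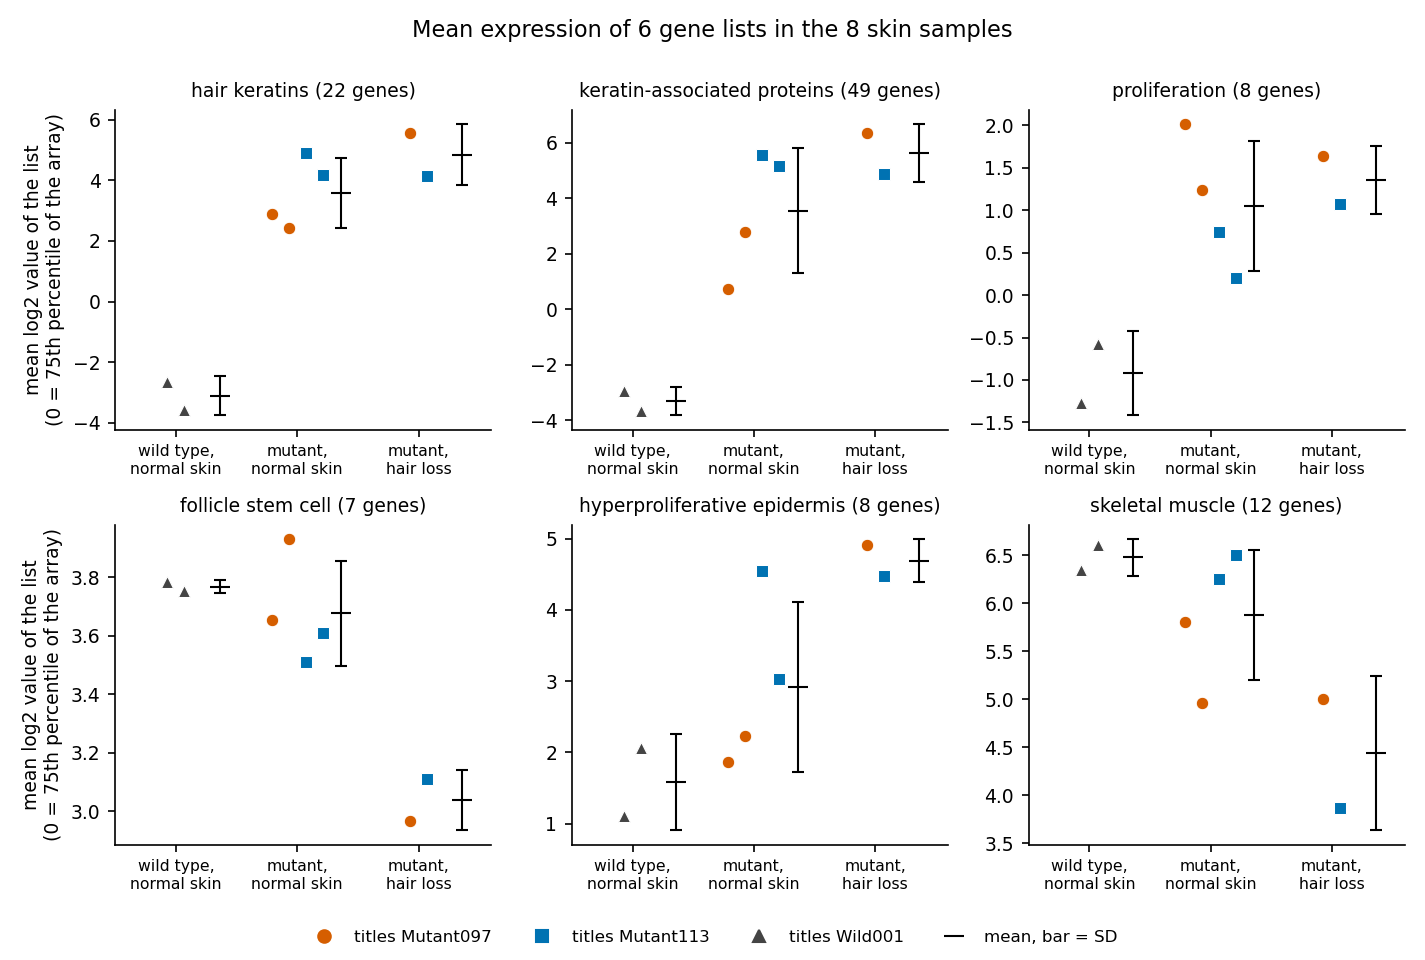
Mean log2 level, relative to the 75th percentile of each array, of the genes of 6 lists in each of the 8 samples, arranged by group, with colour and shape for the title; horizontal lines and bars are the group mean and SD. The hair keratin mean was -3.56 and -2.65 in wild type and at least 2.42 in every mutant sample, and the follicle stem cell mean was lower in both hair loss samples than in the 6 others.

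Normal skin of the mutants was compared with normal skin of the wild type to find differences present without hair loss. Limma called 211 probes, 175 higher and 36 lower in the mutants, of which 134 had a gene symbol, for 124 genes. A log2 change of at least 1 was seen in 209 of them. Among the alternatives that were planned, the slide row as a block moved the count most, to 856 probes, and 48.4% of these were higher in the mutants. With that block the difference is exactly the normal skin of Mutant113 minus wild type, all in row 2. Mutant113 alone against wild type, the same difference with another estimate of the spread and chosen after seeing the data, gave 991 probes, 538 of them higher. Single wild type arrays decided the count, because 0 probes were called without wild type replicate 2 and 10 without wild type replicate 1. Without mutant normal skin replicates 3 and 4 the counts were 116 and 75. Taking the mean of the samples with the same number and group as 1 sample gave 0 calls as well. The 6 normal skin samples can be divided into 2 against 4 in 15 ways. Setting apart the samples of Wild001 gave the 211 probes, those of Mutant113 gave 14 and those of Mutant097 gave 0.

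Genes of the hair shaft and inner root sheath accounted for the largest rises. Of the 175 higher probes, 47 (26.9%) belonged to the hair keratin and keratin-associated protein lists, which had 88 probes tested. Krt34 was at least 480-fold higher in mutant normal skin, Krtap22-2 at least 587-fold, Krtap21-1 at least 423-fold and Krtap3-1 at least 384-fold, all at background on both wild type arrays. The mutant samples varied widely in these genes, and Krtap22-2 was at 2.10 and 4.89 in the normal skin of Mutant097 and at 8.40 and 7.90 in that of Mutant113. With mutant normal skin replicate 3 left out the 4 bounds were 321, 324, 238 and 249, and with replicate 1 left out 742, 1386, 1049 and 596. Under the alternatives, which include normexp, the log2 changes of these 4 genes were as low as 6.49, 6.65, 6.24 and 6.13. These values lie below the bounds, which therefore do not hold under every alternative. The offset in normexp by itself reduces the changes of genes near background. Krt25, at background in wild type replicate 2, was higher by 10.56 (SE 1.01, limma adjusted p 0.0107), a value that rests partly on signal at background and ran from 7.35 (normexp, chosen after seeing the data) to 12.37 (without wild type replicate 1) under the alternatives. Its call was lost without wild type replicate 2 and with 1 mean per number and group. Of genes measured in both groups, which were chosen after their values were seen, Krt71 rose from -0.20 ± 2.11 (SD, n = 2) to 8.88 ± 0.65 (SD, n = 4), a difference of 9.09 (SE 0.79, limma adjusted p 0.00761). Tchhl1, Tchh, S100a3 and Krtap20-2 were higher by 7.98, 7.69, 7.52 and 7.51. The calls of Krtap22-2, Krtap21-1 and Krtap20-2 held under only 5 of their 19 or 20 alternatives.

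The falls were smaller. Gpx3 changed from 5.98 ± 0.22 (SD, n = 2) in wild type to 3.42 ± 0.30 (SD, n = 4) in mutant normal skin, by -2.56 (SE 0.23, limma adjusted p 0.00808). Klk1b24 was at least 4.94-fold lower and Klk1b4 at least 3.05-fold lower in mutant normal skin, where both were at background. Klk1b3 changed by -2.60 and Cyp2e1 by -2.24. Under the alternatives, which include normexp, the changes of Klk1b24, Klk1b4 and Klk1b3 were as small as -0.74, -0.64 and -1.07. The bounds of Klk1b24 and Klk1b4 therefore do not hold under every alternative. Inmt and Dpt, added after their values were seen, changed by -2.03 and -1.63. The call of Klk1b24 held under 5 of 19 alternatives.

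Camera called 10 of the 15 lists in this comparison. When wild type replicate 2 was left out it called 6, without melanocyte (2.05), skeletal muscle (-0.54), interferon response (-0.29) and antigen presentation genes (-0.20). Without wild type replicate 1 it no longer called hyperproliferative epidermis (0.90), and without mutant normal skin replicate 1 neither antigen presentation (-0.35) nor interferon response (-0.37). Not called either were antigen presentation (-0.25) and skeletal muscle (-0.49) under normexp, these and interferon response with no filter, and interferon response under quantile normalization (-0.61). The median rise was 6.49 for 22 hair keratins (adjusted p 1.25e-27) and 7.44 for 49 keratin-associated proteins (adjusted p 2.00e-34), with every gene of both lists higher. With the genes at background in wild type set at their bound, these medians were 5.86 (11 of 22 genes at the bound) and 6.22 (28 of 49 genes at the bound). Adjusted over all genes tested, 17 hair keratins and 24 keratin-associated proteins were called, and adjusted over the list alone 21 and 41. Follicle regulators (1.50, adjusted p 1.03e-05, 8 of 9 genes), melanocyte genes (2.50, adjusted p 0.000172, 9 of 10 genes), proliferation genes (1.92, adjusted p 9.32e-07, 8 of 8 genes) and hyperproliferative epidermis (1.29, adjusted p 0.0103, 8 of 8 genes) were also higher. The melanocyte median was 1.14 with 4 of its 10 genes, at background in wild type, set at their bound, and the proliferation median 1.82 with 1 of 8. Under normexp, chosen after seeing the data, the medians were 4.68 for hair keratins, 4.71 for keratin-associated proteins, 0.75 for follicle regulators, 0.53 for melanocyte and 1.30 for proliferation genes. Lower were myeloid genes (-0.72, adjusted p 0.000514), skeletal muscle (-0.66, adjusted p 0.0277), interferon response (-0.59, adjusted p 0.0411) and antigen presentation (-0.39, adjusted p 0.0237). Skeletal muscle and interferon response were lower mainly in Mutant097. Against wild type their medians were -1.17 (adjusted p 1.80e-06) and -0.83 (adjusted p 0.000230) in Mutant097, and -0.10 (adjusted p 0.654, 5 of 12 genes higher) and -0.27 (adjusted p 0.495) in Mutant113. The difference between the numbers, tested in normal skin, was -0.90 and -0.70, called by camera (adjusted p 1.10e-06 and 0.000270) and not by fry (adjusted p 0.326 and 0.364). Without mutant normal skin replicate 2, the medians of skeletal muscle and interferon response were -0.27 and -0.57 and not called. Adjusted over the list alone, 8 follicle regulators, 8 melanocyte genes, 8 proliferation genes, 5 myeloid genes, 2 follicle stem cell genes and 1 adipocyte gene passed, against 1 follicle regulator and 0 of the others over all genes. For the other 7 lists both counts were 0.

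Fry called 4 of these lists, the hair keratins (adjusted p 0.0121), keratin-associated proteins (0.0354), follicle regulators (0.0354) and myeloid genes (0.0417). With an estimated correlation 0 of the 15 lists were called. The lists without a call were adipocyte (0.32), interfollicular epidermis (0.16), follicle stem cell (-0.18), T and NK cell and sebaceous gland. Adipocyte genes were called higher under 6 of 14 alternatives, which were normexp (0.45), no filter, and the omission of hair loss replicate 1 or 2, mutant normal skin replicate 2 (0.46) or wild type replicate 1 (0.28). Interfollicular epidermis was called under normexp (0.33). The sebaceous gland median was -0.13, and 0.03 when arrays were scaled by their median. The T and NK cell median was 0.06 while the mean (-0.18) and the direction of camera were negative, and under normexp background correction the median was -0.08.

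Hair loss skin was also compared with wild type, a contrast that joins lesion and genotype. Limma called 432 probes, 302 higher and 130 lower in hair loss, of which 290 had a gene symbol, for 270 genes. No slide row holds both groups. With the row as a block, the difference is the sum of hair loss minus normal skin of Mutant097 and normal skin of Mutant113 minus wild type, for which 1332 probes were called, 52.6% of them higher. With 1 mean per number and group 0 were called. The omission of wild type replicate 2 left 0 calls, that of wild type replicate 1 left 10, and that of hair loss replicate 1 left 2, Krt35 and Krtap5-2. Without mutant normal skin replicates 3 and 4 the counts were 708 and 261. Krt35 and Krtap5-2 are named here because of the count, after their values were seen. Of the 211 probes called for mutant normal skin, 189 were also called here, and all 189 changed in the same direction. Both comparisons share the wild type arrays. Their effects correlated across probes at 0.926, against a mean of 0.576 in 50 simulations without any change.

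Krtap22-2 was at least 3079-fold higher in hair loss than in wild type, Krtap21-1 at least 2192-fold, Krt34 at least 1710-fold, Krtap3-1 at least 1358-fold and Krtap9-3 at least 1047-fold. These bounds were 1726, 1151, 983, 836 and 679 without hair loss replicate 1, and 5492, 4176, 2974, 2205 and 1614 without hair loss replicate 2. Under the alternatives, which include normexp, the log2 changes were as low as 9.02, 8.59, 8.33, 7.94 and 7.48, which lie below the bounds. Among genes measured in both groups, added after their values were seen, Krt71 was higher by 9.75 (SE 0.91, limma adjusted p 0.00893), Krtap20-2 by 9.29, Tchhl1 by 9.18, Krtap11-1 by 8.91 and Krtap5-2 by 8.67. This probe of Krtap5-2 is not the one still called without hair loss replicate 1, and it lost its call there. The falls taken by the rule for naming genes were Pon1 (-4.52), Nat8f6 (-3.40), Cyp2e1 (-3.37), Adcy1 (-3.03) and Il31ra (-2.96). Pon1 and Nat8f6 were at background in hair loss replicate 1, so their values rest partly on signal at background. Under normexp, chosen after seeing the data, the 5 values were -2.28, -1.23, -3.05, -1.68 and -1.68, with Cyp2e1 the largest. The calls of Pon1 and Nat8f6 held under 12 and 11 of 18 alternatives. Cyp2e1 changed from 5.21 ± 0.01 (SD, n = 2) in wild type to 1.84 ± 0.16 (SD, n = 2) in hair loss (SE 0.35, limma adjusted p 0.0106). Inmt, added after its values were seen, changed by -2.88.

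Camera called 8 of the 15 lists between hair loss and wild type. Hair keratins had a median of 7.56 (adjusted p 4.25e-22) and keratin-associated proteins 9.29 (adjusted p 8.74e-31), or 7.01 and 8.55 with genes at background set at their bound. Follicle regulators (1.81), melanocyte genes (3.43), hyperproliferative epidermis (2.75) and proliferation genes (2.23) were higher, and skeletal muscle (-1.86) and follicle stem cell genes (-0.90) were lower. The melanocyte median was 1.77 with 4 of its 10 genes at their bound and 0.87 under normexp. The call of the follicle stem cell list was lost without hair loss replicate 2 (-1.16), wild type replicate 1 (-0.82) or wild type replicate 2 (-0.85), under normexp (-0.77) and with no filter. Fry called the hair keratins, keratin-associated proteins, follicle regulators and follicle stem cell genes, and with an estimated correlation 0 lists were called. Adjusted over all genes tested, 19 hair keratins and 35 keratin-associated proteins were called, and adjusted over the list alone 22 and 48. Over all genes, skeletal muscle had 3 calls, follicle regulators 3, follicle stem cell 2, proliferation 2, and melanocyte, hyperproliferative epidermis and sebaceous gland 1 each. Adjusted over the list alone, these counts were 9, 7, 5, 8, 8, 8 and 1. Adipocyte (3), interfollicular epidermis (2) and myeloid genes (2) passed over the list alone only, and the other 3 lists had 0 by both. The medians not called were 0.42 for interfollicular epidermis, 0.27 for adipocyte, -0.65 for myeloid, -0.47 for interferon response and -0.31 for antigen presentation genes. The T and NK cell median of 0.07 was opposite in sign to its mean (-0.07), and became -0.02 under normexp. That of the sebaceous gland, -0.15, became 0.07 when arrays were scaled by their median. Without hair loss replicate 1, the antigen presentation, interferon response and sebaceous gland medians were above 0, at 0.02, 0.17 and 0.21, and camera called adipocyte genes higher (0.72). Without hair loss replicate 2, camera called antigen presentation (-0.72), interferon response (-1.22) and myeloid genes (-0.71) lower, and the adipocyte and T and NK cell medians were -0.09 and -0.29. Myeloid genes were also called lower without mutant normal skin replicate 2 and under quantile normalization (-0.75), and interfollicular epidermis was called higher under normexp (0.57) and with no filter, as were adipocyte genes with no filter.

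The samples titled Mutant097 and Mutant113 were compared to set the size of differences between samples of 1 genotype beside the genotype comparison. In normal skin, limma called 81 probes between Mutant097 and Mutant113, 33 higher and 48 lower in Mutant097. These samples also lay in different slide rows, so number and row cannot be told apart here. The alternative that moved this most was normexp background correction, with 468 probes. Leaving out mutant normal skin replicate 1, 3 or 4 left 12, 6 or 8 probes. Within Mutant097, hair loss differed from normal skin at 191 probes (173 higher, 18 lower), and within Mutant113 at 1 probe. That probe was Mstn (-5.03, SE 0.21, limma adjusted p 0.0282), named because of the count and after its value was seen. These comparisons rest on 1 hair loss sample each, which is assumed to vary like the other groups. A difference between these lesion effects was tested directly and limma called 0 probes, with 2889 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0714. The count was 289 under normexp and 193 with a variance trend, and 25 without mutant normal skin replicate 2. Across probes, the lesion effects of Mutant097 and Mutant113 had a correlation of 0.0244.

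Normal skin of Mutant097 alone differed from wild type at 304 probes and that of Mutant113 alone at 991. These comparisons were chosen after seeing the data. The letters A and B, compared in the 6 normal skin samples, gave 0 calls by limma, with 1523 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.311. Under normexp the count was 39.

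Gene lists showed the same division of the lesion effect by number. Within Mutant097, the medians for hair loss minus normal skin were 2.67 for hair keratins, 4.14 for keratin-associated proteins, 2.20 for hyperproliferative epidermis and -0.14 for skeletal muscle. Within Mutant113 they were -0.41, -0.47, 0.53 and -2.47. The follicle stem cell list was lower within both numbers (-0.76 and -0.31). Camera called the difference between the lesion effects for 6 of 15 lists, and fry for 0, with adjusted p from 0.115 for the hair keratins upwards.

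**Figure D3:**
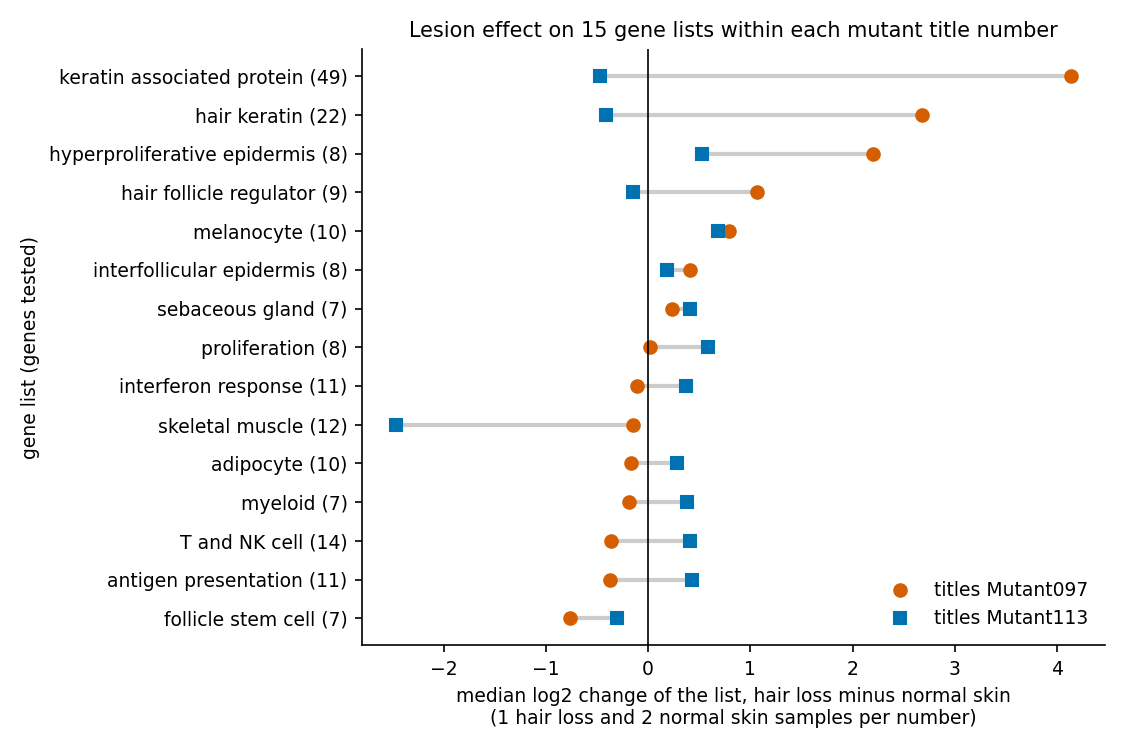
Median log2 change of each of the 15 gene lists, hair loss minus normal skin, within Mutant097 (circles) and within Mutant113 (squares), each from 1 hair loss and 2 normal skin samples. Hair keratins and keratin-associated proteins lay at 2.67 and 4.14 in Mutant097 and at -0.41 and -0.47 in Mutant113, whereas skeletal muscle lay at -0.14 and -2.47.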

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

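The tests of array scaling, of the low level in normal skin of Mutant097 and of sex and of position on the slide in this part, and normexp, were chosen only after the results were seen; the comparison of lesion effects between title numbers was planned.

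The lesion effect, hair loss minus normal skin of mutants, differed between Mutant097 and Mutant113 for 6 of the 15 gene lists by a camera test of the difference itself. Stated as the median of Mutant097 minus Mutant113, the difference was 3.19 for hair keratins, 4.70 for keratin-associated proteins, 1.17 for follicle regulators, 1.66 for hyperproliferative epidermis, 2.36 for skeletal muscle and -0.78 for antigen presentation. The direction held in 22 of 22, 49 of 49, 8 of 9, 8 of 8, 11 of 12 and 11 of 11 genes. The adjusted p of camera ran from 6.44e-44 for the keratin-associated proteins to 0.00342 for antigen presentation. Fry, which allows for correlation between genes, called 0 of the 15 lists, with adjusted p of 0.115 for both keratin lists and 0.143 for skeletal muscle. Each number has 1 hair loss sample, so the difference rests on 2 hair loss samples. Of the single probes, limma called 0 for this difference, with 2889 at an unadjusted p under 0.05, and 289 under normexp.

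The hair keratin values could be moved by the brightness of the arrays, because the samples of Mutant113 were brighter than those of Mutant097. Under quantile normalization, which removes differences in the distribution of values between arrays, the hair keratin difference was 3.09, and the lesion effects kept opposite signs in Mutant097 and Mutant113. Scaling of the arrays is therefore not the whole of that difference. For the other 5 lists the difference also kept its sign under quantile normalization, at 4.48 for keratin-associated proteins, 1.15 for follicle regulators, 1.58 for hyperproliferative epidermis, 2.16 for skeletal muscle and -1.11 for antigen presentation.

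What stays open is which samples differ from what is usual for their group, those of Mutant097, those of Mutant113 or both. The hair keratin mean of hair loss was higher in Mutant097 than in Mutant113 by 1.42, and that of normal skin was lower in Mutant097 (Mutant097 minus Mutant113 was -1.89). With 1 hair loss sample per number it cannot be told apart whether normal skin of Mutant097 lay low or its hair loss sample high, or whether the samples of Mutant113 lay on the other side. Sex also stays open. Xist averaged 1.12 in the 3 samples of Mutant113 and was at background in Mutant097, so sex and number coincide and cannot be told apart. The position of the arrays on the slide stays open too. Normal skin of Mutant097 was in row 1 and that of Mutant113 in row 2, so row and number cannot be told apart there. Both hair loss samples were in row 1 and still differed by the 1.42 above, but each is a single sample. A difference between the animals, the sites or the stage of the hair cycle behind each number was not tested, because the labels give none of these.

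Dixon's test for a sample apart from its group was applied to 49 gene levels, list means and array measures of the 4 mutant normal skin samples, and 0 passed the 95% value, where chance alone would give about 1 in 20. These samples form 2 pairs by number, with correlations of their deviations of 0.21 and 0.40 within a number and -0.71 to -0.55 between numbers. Such pairs hide a gap from this test, so the count of 0 does not show that no sample stood apart. Groups of 2 samples could not be examined in this way.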

How the results depend on the processing

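Chosen after seeing the data were normexp background correction, Mutant097 or Mutant113 alone against wild type, fry with the number as a block, and the omission of samples for the comparisons of numbers and letters; the other alternatives here were planned.

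Hair loss against normal skin of mutants gave 0 probes under all alternatives run except the omission of single samples, which gave 0 to 11 (9 without hair loss replicate 2, 11 without mutant normal skin replicate 3). Samples share a number between hair loss and normal skin, and with the number as a block the count was also 0, with 1899 at an unadjusted p under 0.05. The unadjusted count ran from 1073 (1 mean per number and group) to 3420 (slide row as a block). Because of how the groups lie on the slide, the row as a block leaves normal skin of Mutant097 alone as the reference of hair loss, and normal skin of Mutant113 alone against wild type.

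For mutant normal skin against wild type, 211 probes became 332 when arrays were scaled by their median, 128 with no filter, 64 with a filter on all 8 arrays, 80 with the letter as a block, 856 with the slide row as a block, 131 with 1 probe per gene, 0 with 1 mean per number and group, and 991 with Mutant113 alone. Leaving out 1 sample gave 0 (wild type replicate 2) to 191. For hair loss against wild type, 432 became 795 when scaled by the median, 183 with no filter, 1028 with a variance trend, 706 in a fit of only these groups, 1332 with the slide row as a block and 0 with 1 mean per number and group. Leaving out 1 sample gave 0 (wild type replicate 2) to 708, with 2 without hair loss replicate 1. A filter tests other probes, 1 mean per group leaves fewer samples and the row block compares the single numbers named above, which by construction changes the counts. Where an omission leaves 1 sample in a group, that sample is assumed to vary like the other groups. For the rest the cause was not tested. Of the 211 probes, 206 were shared with the matrix of the authors, 188 with quantile normalization, 192 with median scaling and 95 with normexp. Under normexp the direction of 7 of the 211 and of 9 of the 432 probes reversed, and that of 0 under the other alternatives with a fit of their own, including Mutant097 or Mutant113 alone for the 211. Median scaling shifted the median of all probes by 0.16 (mutant normal skin) and 0.22 (hair loss) against wild type, so changes under it are relative to that shift. Under median scaling 84.2% of the hair loss calls were higher, and with the slide row as a block 52.6%.

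The difference in lesion effect between numbers, 0 probes, became 289 under normexp, 3 under quantile normalization (Vmn1r167, Mpp3 and an unnamed probe), 193 with a variance trend and 0 to 25 without 1 sample. The 81 probes between numbers became 468 under normexp, 146 under quantile normalization, 19 with no filter, 373 with a variance trend and 6 to 99 without 1 sample. The letters, 0 probes, gave 39 under normexp, 4 with a variance trend (Zic1, Serpinb6d, Sbk3 and Actc1) and 0 to 1 without 1 sample (Zic1). Genes behind these small counts were named after their values were seen. The cause was not tested.

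Camera called 26 of 45 list tests. With the correlation estimated, 0 were called (0, 0 and 0 by comparison), which took the call from hair keratins at 1.17, 6.49 and 7.56 and from keratin-associated proteins at 1.82, 7.44 and 9.29. Fry called 9 (1, 4 and 4) and fry with the number as a block 0 for hair loss against mutant normal skin, where fry without the block had called the follicle stem cell list (-0.63). Neither called hair keratins (1.17) or keratin-associated proteins (1.82) there. These tests leave the medians as they are. Without 1 sample, 6 to 11 lists were called between mutant normal skin and wild type, and the hair keratin median in hair loss against mutant normal skin was 0.45 to 1.97, not called without hair loss replicate 1.

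Directions reversed as follows. Cchcr1, hair loss minus mutant normal skin, was -0.014 with the slide row as a block, where it is hair loss minus normal skin of Mutant097, and -0.13 to 0.36 without 1 sample. The T and NK cell median against wild type was -0.084 in mutant normal skin and -0.024 in hair loss under normexp, and -0.047 in mutant normal skin with no filter. Without 1 sample it was -0.11 to 0.12 and -0.29 to 0.46, and -0.34 to 0.44 for hair loss against mutant normal skin. In that last comparison the ranges were -0.27 to 0.37 for adipocyte, -0.35 to 0.42 for antigen presentation, -0.019 to 1.14 for follicle regulators, -0.45 to 0.72 for interferon response and -0.0090 to 0.62 for proliferation genes. Against wild type they were -0.095 to 0.72 for adipocyte, -0.72 to 0.015 for antigen presentation, -1.22 to 0.17 for interferon response and -0.40 to 0.21 for sebaceous gland in hair loss, and -0.40 to 0.031 for sebaceous gland in mutant normal skin. The cause was not tested.

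Of the values of the genes selected for naming, under the alternatives, 571 kept direction and side of the threshold, 195 lost the call and 0 reversed. For gene lists other than hair keratins and keratin-associated proteins the numbers were 454, 71 and 22, and 25 gained a call. Hair keratins lost the call under 4 alternatives for hair loss against mutant normal skin, and under 1 in each comparison with wild type. For keratin-associated proteins these counts were 3 and 1, and 0 values of either list reversed. Low signal limits the genes at background in wild type, whose folds are lower bounds under the main processing and not under every alternative. The planned normexp on mean signals was not run, and the letter block could be fitted for mutant normal skin against wild type only.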

Other observations

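The values used here to weigh explanations were chosen only after the pattern each addresses was seen, including the simulation of sample size, chosen after the count of 0 was known but before its own result was; the gene list tests, the limma test of the difference in lesion effect, quantile normalization and the variance trend had themselves been planned.

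Hair keratin genes were higher in normal skin of mutants than of wild type by a median of 6.49, or 5.86 with the genes at background in wild type set at their bound. Brightness or scaling of the arrays is argued against by quantile normalization, under which the median was 6.62. Less follicle tissue in the wild type samples would lower follicle genes of every kind there, yet the largest rise of any follicle stem cell gene, mutant normal skin minus wild type, was 1.01 (Lhx2), and the median of that list was -0.18. A swap of single samples between mutant and wild type would place a mutant sample at the wild type level. Against that, the lowest mutant mean of the list lay 5.07 above the highest wild type mean. This gap is measured on the list that makes the pattern. A full exchange of the labels would leave it unchanged, so a full exchange stays open. Sex would leave no difference between Mutant097 and the wild type, which both express Y-linked genes, and there the median difference was 6.05, or 4.80 with such genes at their bound. An effect of slide row alone would leave no difference within a row. Between Mutant113 and the wild type, all in row 2, the median difference was 7.29, or 7.03 with such genes at their bound. Within row 2, Mutant113 was in columns 1 and 2 and the wild type in columns 3 and 4. An effect of column alone would leave no difference within a column. The list mean in column 3 was 2.42 in mutant normal skin replicate 2 and -2.65 in wild type replicate 1. In column 4 it was 4.13 in hair loss replicate 2 and -3.56 in wild type replicate 2. Row and column together stay open, as each array has its own place.

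A candidate explanation is active hair growth in the mutant skin and resting follicles in the wild type skin. It predicted a rise of proliferation genes, and fry gave p = 0.0177 for that list (rotation test, not a permutation of samples), with 8 of 8 genes higher and a median of 1.92 (1.82 with 1 gene at its bound). After adjustment over the 45 list tests the p was 0.0623, which fails the correction. Between the normal skin of Mutant097 and Mutant113, however, proliferation genes did not follow the keratins. They were higher in Mutant097 by a median of 1.16 (8 of 8 genes). Hair keratins (-1.57, 0 of 22 genes higher) and keratin-associated proteins (-3.45, 0 of 49) were lower there. Fry did not call these differences (adjusted p 0.326, 0.150 and 0.134). The age of the mice and the stage of the hair cycle are not in the labels, so whether such a difference would follow from the genotype or from the time of sampling was not tested. Of the proliferation genes, 5 of 8 were also above background on both wild type arrays, as were 7 of 22 hair keratins.

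A difference between single animals in place of genotypes stays open. Setting Mutant113 apart from the other normal skin samples gave 14 probes and setting Mutant097 apart gave 0, against 211 for Wild001. With 1 number in the wild type, genotype and number cannot be told apart, and no count of probes in these samples changes that.

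Skeletal muscle genes were lower in hair loss than in mutant normal skin, by a median of -1.35. Scaling of the arrays is argued against, since the median was -1.43 under quantile normalization. Less of the underlying muscle in the hair loss samples stays open. The highest change of any gene of the list was -0.82, but that is measured on the genes that make the pattern, so less muscle and lower expression within muscle cannot be told apart. Within slide row 1, hair loss minus normal skin of Mutant097 had a median of -0.995, but the hair loss sample of Mutant097 (list mean 5.01) lay between its normal skin samples (4.96 and 5.80), so position on the slide stays open as well. These genes are also expressed in wild type skin (12 of 12 above background on both arrays, Tnnc2 at 9.45 and Acta1 at 8.27), and whether the depth of the samples differed was not tested. Most of the fall came from Mutant113 (-2.47) and little from Mutant097 (-0.14, with 3 of 12 genes higher). Fry did not call the list (adjusted p 0.103).

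No probe was called by limma between hair loss and normal skin of mutants, with 1582 at an unadjusted p under 0.05. Too few samples for any call is argued against by the simulated data only for probes drawn at random. Of such probes changed by 4, 94.5% were recovered at the same sample sizes. Of probes changed by 2, 68.5% were recovered, and of 200 probes changed by 1, 0 were. The largest changes named here had SEs from 0.64 (Csrp3) to 1.78 (Sprr1b), and none was called. Recovery of probes with errors that wide was not simulated separately. Too few samples therefore stays open for changes of about 1 and for probes with such errors. Disagreement between the mutant numbers is a candidate explanation. Within Mutant097 alone 191 probes were called, and the lesion effects of Mutant097 and Mutant113 correlated across probes at 0.0244. The limma test of the difference between them called 0 probes, with 2889 at an unadjusted p under 0.05. Under alternatives it called 3 (quantile normalization) and 193 (variance trend) and, chosen after seeing the data, 289 (normexp) and 25 (without mutant normal skin replicate 2), so whether single probes differ depends on the processing. Number and slide row coincide in mutant normal skin, so the disagreement is not shown to be one of animals.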
